A study of Mus musculus with 4 samples. Its data were reported in "Macrophages promote pre-metastatic niche formation of breast cancer through aryl hydrocarbon receptor activity" (2024).

How the data were processed

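Alveolar macrophages were purified by the authors from lungs of female mice, 2 libraries from mice without a tumor and 2 from mice inoculated with 4T1 mammary carcinoma cells 2 weeks earlier. Per the labels, total RNA was extracted with TRIzol and libraries were made with a NEBNext Ultra RNA kit. According to the methods of the study, paired-end reads from an Illumina HiSeq instrument were aligned with HISAT2 and counted per gene with featureCounts. The deposited values are whole-number counts per gene, 1 column per library, which the authors did not normalize. FPKM values of the authors were not used here. The genome build, the annotation release, the strandedness of counting and the treatment of reads with several matches are not stated. Counts of paralogs, overlapping genes and antisense genes may therefore be split or shared. This applies to Csf2rb and Csf2rb2, the Ear, Ugt1a, Cyp2d and Cyp4a families, the haemoglobin genes and the predicted gene Gm7600. No read-level filter could be examined, since the work began from the counts.

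The table held 54532 genes. Of these, 54495 gene identifiers were found in GENCODE release M 21 of build GRCm 38, and 98.3% of the matched identifiers had identical coordinates, so coordinates are given as GRCm38. No row lacked a gene, and 100 symbols were shared by more than 1 identifier, none of them in a gene list. Libraries were assigned to groups from the titles in the labels. Total counts ranged from 16167147 to 19205737. The 20 genes with the highest counts held between 9.14% and 10.1% of a library, and mitochondrial genes held between 1.62% and 1.81%. A value of 3 counts or fewer was treated as the floor. Where both libraries of a group were at the floor, the fold change was computed as a bound, from the lower of the 2 tumor CPM values and the higher of the 2 control floors, and fitted fold changes of such genes were not reported.

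Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr at its minimum count of 10, which left 14256 genes and 40276 untested. Library sizes were scaled by TMM, with factors between 0.977 and 1.02. The main test was the quasi-likelihood test (glmQLFit and glmQLFTest) with group as the single term and 2 residual degrees of freedom, followed by Benjamini-Hochberg adjustment over all genes tested and a threshold of 0.05. The study names no differential test for these data. Standard errors of log2 fold changes were taken as the fold change divided by the square root of the F statistic. CPM values are counts divided by the TMM-scaled library size, and the SD is over the 2 libraries of a group. Log2 CPM values used a prior count of 2. With 2 libraries per group no permutation of the groups can reach the threshold, and the model relies on sharing the spread across genes.

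The test was first run on simulated counts for the 54532 genes, drawn from the mean levels and library sizes of the real data with 200 genes changed by known folds. Of the 197 changed genes that passed the filter, 90.4% were called in the right direction, 4.30% of calls were false, and the median error of the log2 fold change was 0.008. All simulated genes shared a dispersion of 0.001053, and rises and falls were equal in number. In the real data 7671 genes were called, so these rates need not hold there.

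Before the data were examined, 28 gene lists were written for AHR, STAT5, kynurenine and antigen presentation genes, for cell types and for the 23 genes displayed by the study, together with the genes to be named. Named were the AHR, GM-CSF receptor and STAT5 genes, the displayed genes, genes of the cell type lists, and the 5 largest rises and 5 largest falls among called genes with a mean of at least 100 counts in the higher group. Other lists were written after a first look at the data and serve only the closing section. Members of the STAT5-response, kynurenine, antigen presentation, cell-cycle and interferon lists, and of the AHR list from general knowledge, were singled out after their values were seen. Lists were tested with camera (limma 3.58.1) at a preset inter-gene correlation of 0.01, with an estimated correlation and fry as alternatives. Single-gene counts of a list were adjusted over all genes tested and, for the AHR and displayed genes, over the list alone.

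The alternatives fixed before the data were examined were DESeq2 size factors in the edgeR fit, total counts as library sizes, no filter on low counts, at least 10 counts in every library, the Wald test of DESeq2 1.42.0, limma-voom, the replicate number as a block, protein-coding genes alone, removal of the 20 genes with the highest counts, a log2 fold change of at least 1, an adjusted p under 0.01, FPKM computed from counts and gene length for the displayed genes, and leaving out each library in turn, which leaves 1 library in a group and gives values without a test. Scaling on the AM identity list was added after the data were seen. The trend of fold change on GC content and gene length was removed by loess with a span of 0.5, using the longest GENCODE transcript of each gene, which gave a GC value for 99.9% of tested genes. The closing section gives the effect of these choices. Single values of some list genes are not reported here.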

Results

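Bulk RNA-seq was performed on alveolar macrophages (AMs), the resident macrophages of the lung airspace, taken from female wild-type mice. The control group comprised 2 libraries from mice without a tumor. The tumor group comprised 2 libraries from mice inoculated 2 weeks earlier with 4T1 cells, a mouse mammary carcinoma line that spreads from the mammary fat pad to the lung. The deposited values are counts per gene as the authors obtained them, without normalization. Control replicate 1 held 19205737 counts and control replicate 2 held 16167147. Tumor replicate 1 held 16950198 counts and tumor replicate 2 held 19197944. Totals therefore differed by up to 1.19-fold, and neither group was consistently deeper. The floor, below which a value was not read as expression, was 3 counts. Before TMM scaling it corresponded to 0.156 to 0.186 CPM, that is, counts scaled to a common library total. The CPM values and fold-change bounds given below use the TMM-scaled library sizes instead. This floor covers counting error only.

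Replicates were compared before they were averaged. Across genes, the log2 CPM values of the control pair correlated at 0.994 and those of the tumor pair at 0.992, against 0.905 for each control with each tumor library. Genes are not independent replicates, so no p-value was attached to these values. The first principal component held 93.7% of the variance. Within a group, the counts of the 2 libraries differed by more than counting noise, with a chi-square of 1.81 per gene over 14606 genes in the control pair and 2.30 per gene over 16176 genes in the tumor pair. The libraries were counted as 2 samples per group, as the labels list them. This comparison does not tell separate mice from separate preparations of 1 pool. The spread beyond counting noise was small, with a common dispersion of 0.000916 and a biological coefficient of variation of 0.0303. The adjusted p-values below measure changes against this small spread between 2 libraries.

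The first comparison asked how far the AM transcriptome differed between tumor-bearing and control mice. Of 14256 genes tested with edgeR's quasi-likelihood test, 7671 (53.8%) had a Benjamini-Hochberg adjusted p under 0.05. Of these, 4136 were higher and 3535 were lower in the tumor libraries. Many changes were small, as 4064 of the 7671 genes changed by less than 1.5-fold. A change of at least 2-fold was found for 1839 of the higher and 429 of the lower genes. Requiring this change moved the count most, to 2268 genes. Scaling on a list of AM identity genes, an alternative chosen after the data were seen, gave 10449 genes, of which 92.2% were higher, against 53.9% under TMM scaling. This scaling moved the median log2 fold change of all tested genes from 0.02 to 0.48, so directions below hold relative to TMM scaling, and below, small falls of genes above the floor in both groups become rises under that scaling when they are less than about 0.46 on the log2 scale.

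The genes with the largest rises by fitted fold change, among those with an adjusted p under 0.05 and a mean of at least 100 counts in the higher group, were at or under the floor in both control libraries, so that their change is given as a lower bound. Alb (ENSMUSG00000029368, chromosome 5, 90460897 to 90476602, GRCm38 coordinates), which encodes albumin, had 0 counts in both control libraries and 470.5 ± 9.10 CPM (SD, n = 2) in the tumor libraries, at least 2441-fold higher. Prg2 (chromosome 2, 84980461 to 84983632), which encodes a granule protein of eosinophils, had 1 count in each control library and 1636 ± 0.977 CPM (SD, n = 2) in the tumor libraries, at least 8604-fold higher. Ngp (chromosome 9, 110419747 to 110423012), which encodes a neutrophil granule protein, reached 849.6 ± 4.44 CPM (SD, n = 2) and was at least 4453-fold higher. Padi4 and Olfm4 were at least 619.9-fold and 372.9-fold higher.

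The largest falls were smaller in size. Mt2, a metallothionein gene on chromosome 8 (94172664 to 94173568), decreased from 22.4 ± 0.186 to 2.44 ± 0.0621 CPM (SD, n = 2), with a log2 fold change of -3.20 ± 0.152 (SE) and an edgeR adjusted p of 1.38e-16. Zc3h12c fell by 2.98 on the log2 scale, from 389.5 ± 6.73 to 49.2 ± 1.13 CPM (SD, n = 2). The zinc transporter gene Slc30a1 fell by 2.90, Gm7600 by 2.74 and Efr3b by 2.70. Gm7600 is a predicted gene whose reads can be shared with related sequences, so its value is uncertain. Each of these 10 genes kept its direction and its call under every alternative scaling, filter and test in which it was tested.

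The second comparison addressed the central question of the series, whether the aryl hydrocarbon receptor (AHR), a ligand-activated transcription factor, is more active in AMs of tumor-bearing mice. Ahr (ENSMUSG00000019256) lies on the minus strand of chromosome 12, from 35497974 to 35535038. It had 108 and 87 counts in the control libraries against 1013 and 1159 in the tumor libraries. Its level was 5.64 ± 0.176 CPM in the control and 58.8 ± 0.403 CPM in the tumor group (SD, n = 2 each), a difference far larger than the spread between replicates. The log2 fold change was 3.38 ± 0.0983 (SE), with an edgeR adjusted p of 1.72e-21. The alternative that moved it most was scaling on the AM identity list, which gave 3.84.

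The study placed PD-L1, an inhibitory ligand of T cells encoded by Cd274, downstream of AHR. Cd274 (ENSMUSG00000016496, plus strand of chromosome 19, 29367455 to 29388095) was at 348.6 ± 6.36 CPM in the control and 321.6 ± 3.32 CPM in the tumor group (SD, n = 2 each). The log2 fold change of -0.12 ± 0.0283 (SE) had an edgeR adjusted p of 0.000960. This small fall depended on the scaling. With total counts as library sizes it was -0.05 with an adjusted p of 0.144, and with scaling on the AM identity list Cd274 was higher by 0.34. Over the 10 alternative fits, the adjusted p ranged from 1.93e-11 to 0.144.

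Of 10 genes known or proposed to respond to AHR, 6 had enough counts to be tested and 4 had an edgeR adjusted p under 0.05, each higher in the tumor libraries. The count was also 4 when adjusted over the list alone. Nqo1 rose from 0.435 ± 0.0118 to 3.72 ± 0.438 CPM (SD, n = 2), a log2 fold change of 3.08 ± 0.354 (SE). Tnfaip6, which encodes TSG6, rose by 1.55 ± 0.355, Tiparp by 1.07 ± 0.0433 and Lpcat2 by 1.28 ± 0.0596 on the log2 scale (SE). Ahrr and Ugt1a6a were tested and did not pass the threshold, with adjusted p of 0.443 and 0.835. Both rested on few counts, and Ahrr, with 2 and 14 counts in the tumor libraries, changed from -0.61 to 0.17 without control replicate 1 and to 0.11 without tumor replicate 1, and Ugt1a6a from 0.13 to -0.00484 without tumor replicate 1. Ugt1a6a shares exons with other members of its gene cluster, so its counts are uncertain. Cyp1a1 had 1 count in control replicate 2 and 0 in the other libraries. Cyp1b1 had 0 counts in all 4 libraries. Neither of these genes, which are widely used as readouts of AHR activity, was detectable at this depth. Aldh3a1 had at most 2 counts in any library, and Ugt1a6b had 5 and 15 counts in the tumor libraries, too few for the main filter.

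**Figure D1:**
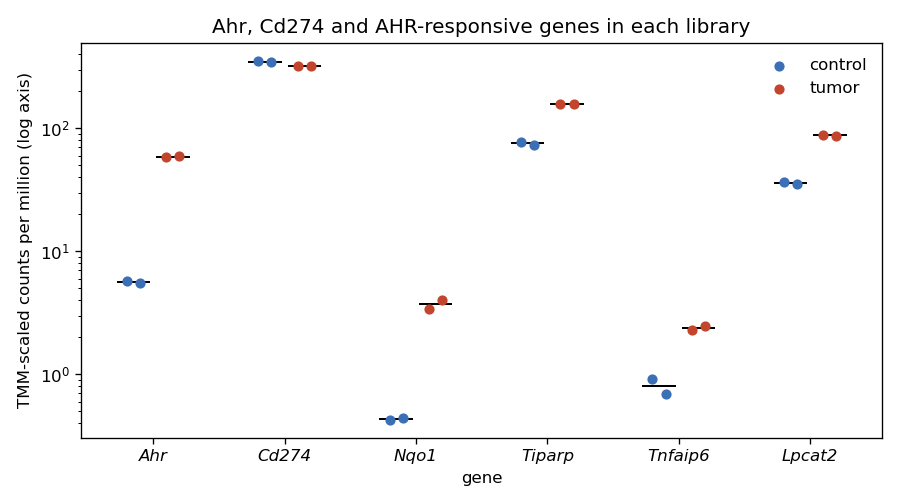
TMM-scaled CPM on a log axis for Ahr, Cd274 and 4 AHR-responsive genes, with a point for each library and a line at each group mean (2 control and 2 tumor libraries). Ahr rose from a mean of 5.64 to 58.8 CPM, whereas the means of Cd274 were 348.6 and 321.6 CPM.

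A path from the growth factor GM-CSF through the transcription factor STAT5 was proposed by the study to lie upstream of AHR. In cultured macrophages the study placed STAT5 at the AHR protein, by limiting its ubiquitination, and a STAT5 inhibitor did not significantly change Ahr mRNA. The transcript levels below do not measure that step. Transcripts of the GM-CSF receptor were lower in the tumor libraries under TMM scaling, with log2 fold changes of -0.37 ± 0.0268 for Csf2ra, -0.49 ± 0.0189 for Csf2rb and -0.68 ± 0.0238 for Csf2rb2 (SE), and edgeR adjusted p of 2.44e-12, 9.73e-19 and 1.47e-19. Under scaling on the AM identity list Csf2ra was instead higher by 0.09 and the fall of Csf2rb was -0.03 and no longer called. Csf2rb and Csf2rb2 are close paralogs, and reads could be split between them. Stat5a rose by 0.25 ± 0.0678 and Stat5b by 0.59 ± 0.0467 on the log2 scale (SE). Among 8 genes known to respond to STAT5, 3 were higher, including Pim1 at 1.05 and Socs2 at 0.82, and 5 were lower, including Ccnd2 at -1.65. The median log2 fold change of the 8 genes was -0.15, and 0.31 under scaling on the AM identity list. Of the 6 kynurenine-pathway genes, which make or process candidate AHR ligands, 4 were tested. Tdo2 was higher by 4.30, or by 5.29 without control replicate 1, and Kmo by 2.52, whereas Kynu and Afmid were lower. Hepatocyte transcripts rose in the same libraries, as given below, so the source of the Tdo2 transcripts is open. From Ido1 and Tdo2 levels in 4T1 cells, the study itself proposes that kynurenine was not the main AHR ligand. Ido1 had 3 counts in tumor replicate 1 and 0 in the other libraries.

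The third comparison took 23 genes that the study displayed from these libraries in 3 groups, AHR targets, metabolic enzymes and immunoregulation. The study does not say how they were chosen. They may have been picked on these same samples, so their number is not taken as independent evidence. Of 22 genes tested, all 22 had an edgeR adjusted p under 0.05, over all genes tested and also adjusted over the list alone. In the tumor libraries 20 were higher and 2 were lower. The lower genes were Cd200 with a log2 fold change of -1.73 ± 0.0918 and Il23a with -1.67 ± 0.186 (SE). The filter moved this count most, since 8 genes were called when at least 10 counts were required in every library. In the control libraries 11 of the 23 genes were at or under the floor.

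Among the AHR targets, Cyp1a2 had 0 counts in both control libraries and 22 and 30 in the tumor libraries, at least 6.68-fold higher. Ugt1a1 had 16 and 6 counts in the tumor libraries and was not tested. Sult1a1, with 2 and 8 counts in the control libraries, rose by 2.999 ± 0.485 on the log2 scale (SE), and by 2.21 without control replicate 1. Without control replicate 2 the remaining control library was at the floor, and no value is given. The source of the Cyp1a2, Ugt1a1 and Sult1a1 transcripts is open, since hepatocyte transcripts rose in the same libraries. Of the 9 metabolic genes, 8 were at the floor in controls. Apob was at least 130.0-fold, Pck1 at least 92.0-fold and Hpd at least 68.1-fold higher. The bounds of Elovl2, Apof, Ldhc and Fbp1 lay between 14.5-fold and 32.7-fold. The median log2 fold change of the 9 genes was 6.09 with genes at the floor placed at their bounds. Alox15 rose from 0.265 ± 0.0731 to 721.0 ± 4.54 CPM (SD, n = 2). Among the immunoregulatory genes, S100a8 rose from 3.90 ± 0.141 to 514.2 ± 13.1 CPM and S100a9 from 0.669 ± 0.0402 to 1085.6 ± 22.4 CPM (SD, n = 2). Il4, Arg1 and Ccl22 rose by 4.46, 1.81 and 2.17 on the log2 scale. Il13 had 0 counts in both controls and was at least 5.09-fold higher, a bound set by tumor replicate 2 that was 10.03 with tumor replicate 1 alone.

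These genes were read beside marker lists of other cells that were fixed before the data were examined. All 10 hepatocyte genes were higher in the tumor libraries, and 9 of them were at the floor in both controls. Apart from Alb, Apoa1 was at least 250.2-fold, Ahsg at least 159.5-fold and Ttr at least 112.1-fold higher. All 5 eosinophil genes, all 6 basophil and mast cell genes and all 10 neutrophil genes were also higher with an edgeR adjusted p under 0.05. With genes at the floor placed at their bounds, the median log2 fold change was 6.93 for the hepatocyte, 8.37 for the eosinophil, 4.98 for the basophil and mast cell and 7.04 for the neutrophil list. Thus the 20 displayed genes that were higher rose in libraries in which abundant transcripts of hepatocytes and granulocytes rose as well.

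**Figure D2:**
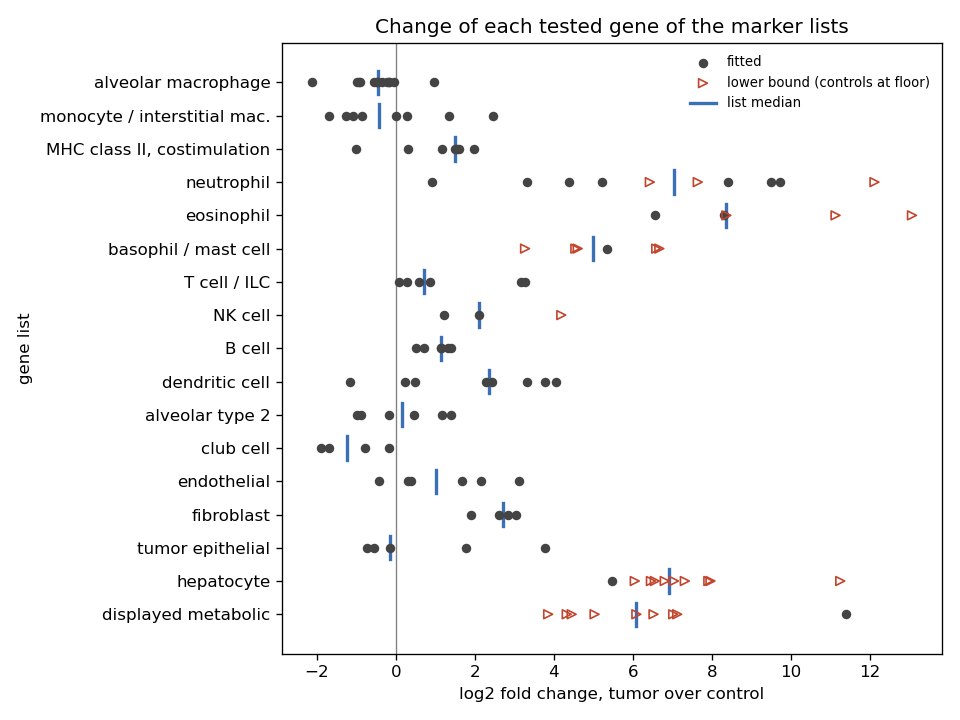
Log2 fold change between tumor and control libraries for each tested gene of 17 lists, with fitted values as filled circles, lower bounds for genes at the floor in both controls as open triangles and list medians as vertical lines. The hepatocyte, eosinophil, basophil and mast cell, and neutrophil lists lie to the right, with medians of 6.93, 8.37, 4.98 and 7.04, and the AM list lies left of 0 with a median of -0.46, a position that scaling on that list sets to 0.

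Of 14 AM identity genes, 12 were lower, 1 was higher and 1 was not called. The median log2 fold change was -0.46. Fabp4 changed by -2.13, Car4 by -0.996, Plet1 by -0.93, Mrc1 by -0.47, Chil3 by -0.45 and Siglecf by -0.16, whereas Ear1 rose by 0.96. Ear1 and Ear2 belong to a family of near-identical genes, so their counts are uncertain. Under scaling on this list, 5 of the 12 lower genes were still called lower, 4 (Siglecf, Pparg, Cidec and Atp6v0d2) were called higher, and 3, Chil3 and Mrc1 among them, were not called. Of the 7 genes of antigen presentation and co-stimulation, 6 were higher. H2-Eb1, Ciita, H2-Ab1, H2-Aa and Cd74 rose by 1.99, 1.59, 1.54, 1.496 and 1.16 on the log2 scale, and Cd80 by 0.30. Cd86 changed by -1.005.

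Each list was then tested as a whole with camera, with Benjamini-Hochberg adjustment over the 27 lists with at least 3 tested genes. At a preset correlation of 0.01, 9 lists had an adjusted p under 0.05. Of these, 8 were higher, namely the neutrophil, eosinophil, hepatocyte, basophil and mast cell, and antigen presentation lists and the 3 displayed lists, and 1 was lower, the AM identity list. All 9 held the same direction and call under fry, which called 25 lists. With a correlation estimated from these 4 libraries no list was called, and 7 had an unadjusted p under 0.05. The 3 displayed lists may have been picked by the study on these same libraries, so their calls are not taken as independent evidence. Of the AHR lists, the displayed AHR targets, which include Ahr itself, passed with camera at the preset correlation, with an adjusted p of 0.000888. The other 2 AHR lists did not pass with camera at that correlation. Both were called by fry, with adjusted p of 0.00329 and 0.00509. The list measured by the study in lung macrophages had an adjusted p of 0.0736 with a median log2 fold change of 2.31, and the list from general knowledge had 0.0620 with a median of 1.17. The latter list was called by camera under 3 alternatives, with adjusted p of 0.0199 with no filter, 0.0186 with at least 10 counts in every library and 0.0428 with limma-voom, and its adjusted p ranged from 0.0186 to 0.149 over the alternative fits at the preset correlation. The former was called by camera under none of them, with adjusted p from 0.0696 to 0.143. The GM-CSF receptor and STAT5 list had an adjusted p of 0.0736 and a median of -0.37, which scaling on the AM identity list turned to 0.09.

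The other lists were not called by camera in the main setting, and their genes are given as counts past the edgeR threshold. In the monocyte and interstitial macrophage list 2 of 8 tested genes were higher and 4 lower, the latter including C1qa, C1qb and C1qc at -0.87, -1.27 and -1.09. In the dendritic cell list 5 of 8 were higher and 1 was lower. T cell and innate lymphoid genes were higher in 2 of 6 cases, NK cell genes in 3 of 3 and B cell genes in 5 of 6. Of the structural lung cells, the club cell list had 2 of 4 lower, with Scgb1a1 at -1.70, the alveolar type 2 list had 1 of 6 higher and 2 lower, the endothelial list 3 of 6 higher and 1 lower, and the fibroblast list 4 of 4 higher. Of 5 tested epithelial genes that 4T1 carcinoma cells share with lung epithelium, 2 were higher and 3 were lower, with Krt18 at 3.77, or 4.46 without control replicate 2, and Epcam at -0.56. Erythroid genes were higher in 3 of 3 cases. Of 6 kidney tubule genes 1 was tested and it was higher. Cell-cycle genes were higher in 1 of 6 cases and lower in 1, and Mki67, the lower gene, fell by 0.33. Interferon-response genes were higher in 3 of 8 cases, including Irf7 at 2.15 and Isg15 at 1.41.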

Values the study reported

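The study reported that Ahr transcript levels in lung macrophages rose early after 4T1 inoculation, peaked on day 12 and had declined by day 18. It reported no visible lung metastasis before day 18. The AMs profiled by RNA-seq were described as coming from mice that had carried 4T1 tumors for 14 days.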

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

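Across the 10 alternative fits with all 4 libraries, the number of genes called between tumor and control libraries lay between 5858 (DESeq2 Wald test) and 10449 (scaling on the AM identity list), against 7671. All 5858 genes of the DESeq2 test were among the 7671. A stricter adjusted p of 0.01 left 6305 genes, and a log2 fold change of at least 1 left 2268, since small changes were removed by construction. Scaling on the AM identity list, chosen after the data were seen, gave 9630 higher and 819 lower genes, and the split follows from its construction, which raises log2 fold changes by about 0.46 in genes above the floor in both groups and by less in genes at the floor in controls.

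The rise of Ahr was called in each of these fits, with log2 fold changes from 3.36 to 3.84, and lay between 3.35 and 3.41 across the 4 fits that each left out 1 library. The fall of Cd274 was not stable. It was -0.0497 and not called with total counts as library sizes, 0.34 and called in the opposite direction with scaling on the AM identity list, and between -0.13 and -0.0973 with 1 library left out. AHR-responsive genes were called in 3 to 5 cases over the alternatives, against 4.

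Among the displayed genes, 8 instead of 22 were called when at least 10 counts were required in every library, because that filter removes genes at the floor in controls. With FPKM computed from counts and gene length, 20 displayed genes had a higher value in the tumor libraries, the same number as in the main setting. The number of lists called by camera was 9. It was 17 with no filter on low counts, 5 with at least 10 counts in every library, 11 with limma-voom, 8 with scaling on the AM identity list, 25 with fry and 0 with an estimated correlation, where 7 lists had an unadjusted p under 0.05. Under scaling on the AM identity list that list itself was no longer called (adjusted p of 0.432), as its median is set to 0 by construction. The filters change which genes enter a list and its background, and for the other changes the cause was not tested. DESeq2 gave no list test. No count of calls was recomputed with a library left out, since 1 library would have remained in a group.

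Replicate numbers are shared by the groups, but nothing in the labels says that they pair mice. With the replicate number as a block, 7446 genes were called, of which 7429 were among the 7671, and the block changed none of the calls of the genes named here. Deviations from the group means in same-numbered libraries correlated at -0.003 over the tested genes and at 0.05 over the 9560 with a mean of at least 100 counts, across genes.

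Of the other named genes, 8 changed sign under scaling on the AM identity list, with Csf2ra at 0.0940, Siglecf at 0.295, Chil3 at 0.00917, Mki67 at 0.13, Pparg at 0.242, Cidec at 0.0978, Atp6v0d2 at 0.285 and Ear2 at 0.421. Of these, Chil3 was no longer called, and Ear2, which was not called at -0.0392, was called. A further 5 (Csf2rb, Mrc1, Kynu, Epcam and Afmid) kept their direction and lost their call, as their changes were close to the median of that list. Afmid was also not called by the DESeq2 test. Ear2 changed sign with total counts as library sizes (0.0276, not called), and it was called lower with no filter and with limma-voom, for which the cause was not tested. Ahrr, which was not called, changed sign without control replicate 1 (0.17) or without tumor replicate 1 (0.11) and ranged from -2.44 to 0.17 over the 4 libraries left out, where the lowest value is a fit to a tumor library at the floor and no measure of the size of the change. Ugt1a6a changed sign without tumor replicate 1 and ranged from -0.00484 to 0.256. These genes had at most 18 counts in any library, which limits what can be said of them. In the fits with 1 library left out, 84 of the values for these genes moved by more than the SD of their replicates without changing sign and 273 did not.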

Other observations

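Of the 16 tests below that were weighed, 8 were chosen only after the result was seen, namely those on granulocyte RNA and on abundant liver transcripts as sources of Ahr, on liver RNA as a source of Alox15, S100a8 and S100a9, on unrelated tissues, on bone marrow, on replicate splitting and both on Y-linked genes. The tests on GC content and sex-biased liver genes, and a test on liver regulators that was set aside, were written after the most changed genes had been seen and before the values of the tested genes were.

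In the tumor libraries 115 genes with at least 100 counts in both libraries were at the floor in both controls, and no gene showed the opposite pattern. These 115 genes held 0.638% of tumor counts. Several displayed genes were among the genes at the floor in controls, so the sources of such transcripts were examined. A lower share of AMs with an even gain of every other cell type is argued against, since the club cell list fell with a median log2 fold change of -1.25 while granulocyte lists rose. A shift toward particular cell types remains open.

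For the displayed metabolic genes other than Alox15, taken as a group, liver RNA is a candidate source. All 10 hepatocyte genes rose, and the most abundant of them, Alb, was 17.2 times above the most abundant of the 8 metabolic genes in tumor CPM, the order that liver RNA would give. That ratio compares only the highest gene of each list, so it does not decide the source of single genes such as Ldhc. None of the 10 hepatocyte genes was in another list or among the displayed genes, and 9 were at the floor in control AMs. Liver RNA was not tested as a source of the displayed AHR targets Cyp1a2, Ugt1a1 and Sult1a1, and it remains open for them. For Alox15, S100a8 and S100a9 liver is argued against, since 0 of the 10 hepatocyte genes reached the level of the lowest of the 3. For Alox15, Il4 and Il13, eosinophil RNA may contribute, as the eosinophil list rose with a median of 8.37 and Prg2 and Epx reached 1636 and 436.0 CPM. For Il4 and Il13, basophil or mast cell RNA may also contribute, with a list median of 4.98 and Mcpt8 at 19.2 CPM. S100a8 and S100a9 rose by 7.04 and 10.66, and the neutrophil list, with a median of 7.04, is consistent with neutrophil RNA, with Ngp and Retnlg at 849.6 and 748.4 CPM. In control AMs 3 of 5 eosinophil, 5 of 6 basophil and mast cell and 3 of 10 neutrophil genes were at the floor. These medians place genes at the floor at their bounds. Whether such cells were sorted with the AMs, were engulfed by them, or entered as free RNA was not tested, and a response of AMs to the tumor remains open for each of these genes.

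Whole bone marrow as the origin of the granulocyte transcripts is argued against. The highest of 6 B cell and red cell precursor markers was at 0.272 CPM in the tumor libraries, and the highest haemoglobin transcript was at 6.60 CPM, against a median of 146.6 CPM for the neutrophil list. Granulocytes of lung, blood or tumor remain open.

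The rise of Ahr was weighed against the same sources. Library scaling is argued against, as the lowest log2 fold change over 4 scalings was 3.37. A trend on GC content and gene length is argued against too, since Ahr kept 3.40 after the trend was removed. A test of liver RNA on 8 liver regulators, written first, was set aside. Ahr was 20.3 times above the most abundant of them, Hnf4a, in tumor CPM, which sets no limit without the level of Ahr in liver. Liver RNA as the whole source is argued against by abundant liver transcripts instead, a test chosen in place of the first once the values were known, since 9 of the 10 hepatocyte genes, all but Alb, were below the rise of Ahr of 53.1 CPM, with a list median of 28.1 CPM. A part of the rise from liver remains open. Granulocyte RNA and a rise within AMs cannot be told apart, as both tumor libraries held granulocyte transcripts at similar levels. The tumor CPM of Ahr was 3.59% of that of Prg2, which sets no limit without the level of Ahr in pure eosinophils or neutrophils. Induction of Ahr in AMs by the tumor is therefore open in these libraries, whose counts alone cannot separate it from cell mixture. The study also reported more nuclear AHR in AMs of tumor-bearing mice. It further reported raised AHR expression in macrophages cultured with medium from 4T1 cells. Neither experiment was examined here.

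The liver transcripts had a sex bias that the labels do not explain. Of 7 male-biased liver genes, 6 were above the floor in both tumor libraries, with Cyp2d9 at least 39.5-fold higher than in controls, against 0 of 7 female-biased liver genes. This pattern is consistent with RNA of a male liver, although the mice are labelled female, and reads of the Cyp2d and Cyp4a families can be shared among members. A broad mixture of unrelated tissues is argued against, as 2 of 17 muscle, testis and kidney markers were above the floor in both tumor libraries. Among 5 brain markers, however, Snap25 and Syt1 were at least 14.3-fold and 7.29-fold higher than the control floor, a result with no tested explanation. The bound of Syt1 was set by tumor replicate 1 and was 11.0 with tumor replicate 2 alone. A carry-over of reads or RNA from other libraries handled beside the tumor samples may be one route, but no other library was analysed here.

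Y-linked transcripts were found in the tumor libraries of mice labelled female. The summed counts of Ddx3y, Eif2s3y, Kdm5d and Uty were 21 and 13 in the tumor libraries and 0 in both controls. Misplaced reads of the X-linked homologues are argued against, because the controls, with 56866 counts of the homologues against 52744 in the tumor libraries, held 0 Y-linked counts. RNA of male cells or of a male library cannot be told apart from other routes by these 34 counts alone, since they are the pattern itself. Xist, which is transcribed from the inactive X of female cells, was present in all 4 libraries and changed by -0.53, close to the median of -0.46 of the AM identity list, so the tumor libraries were not from male AMs alone.

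The 2 libraries of each group were close to each other, with a biological coefficient of variation of 0.0303. Libraries split from 1 pool of cells or RNA and libraries from separate mice cannot be told apart from this spread, as it rests on 2 libraries per group and the labels do not say how mice were pooled. If the libraries were splits of a pool, the adjusted p-values would describe the pools and not the spread between mice.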
